A study of Saccharomyces cerevisiae with 16 samples. Its data were reported in "Dynamic sumoylation of promoter-bound general transcription factors facilitates transcription by RNA polymerase II" (2021).

How the data were processed

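RNAPII ChIP-seq was performed by the authors on WT and *ubc9-6* yeast, untreated or heat shocked, with 2 independent replicates per group and an input sample for each. Of the 16 samples in the series, the 8 RNAPII immunoprecipitates have a peak list each, and these 8 lists were analyzed. The 8 input samples were not analyzed here on their own. They entered through the peak calling only.

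As the study's methods describe, the authors trimmed paired-end reads with Trim Galore and Cutadapt and aligned them with Bowtie2 to the sacCer3 genome. They called broad peaks with MACS2, with input as control. Each replicate has a list of its own, so replicates were not pooled. Each deposited list gives the start and end of every peak and, per the authors' peak caller, a mean fold enrichment over the control (a ratio) and the −log10 of the p-value and of the q-value. The deposited fold ratios ran from 1.16 to 16.3 over the 8 lists, and the lowest deposited −log10 q was 1.0, which reflects the threshold at which the authors called peaks. Fold and q are the authors' values per peak. They were used to rank or filter peaks within a list, since they depend on depth. A first selection of ORFs on mean fold, given in the closing section, is the exception. The study states the same nominal sequencing depth per sample for WT and *ubc9-6*, in a description that covers growth at 30 °C. The lists do not give the reads obtained or mapped for each sample, so the realized depth of each list is unknown here and no interval for counting error was given. A deeper library can give more and wider peaks, and a peak list does not show how far below the threshold an uncalled region lies.

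The study compared strains by modeling reads over ORFs. Such a model needs reads and was not fitted here. Peak positions were compared in its place, with the list as the unit of replication. Coordinates are those of sacCer3, given 1-based. The reference annotation was that of the R64 assembly, whose nuclear chromosomes have the names and lengths of sacCer3, and every peak ended within its chromosome. The 6002 protein-coding genes on the 16 nuclear chromosomes were taken from start to stop codon, introns included, and are called ORFs. An ORF was occupied in a list when at least 0.5 of its length lay under peaks of that list.

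Samples were grouped by strain and treatment from their labels. Peak number, covered length, median peak width and occupied ORFs were compared between groups by exact permutation tests of the difference in means, two-sided, for 2 lists against 2, over both strains with labels permuted within strain, and over both treatments with labels permuted within treatment. Overlap was the Jaccard index for all 28 pairs, and the mean index within minus between classes was set against all 35 splits of the lists into 4 and 4 (one-sided, splits as large). The 18 splits that keep 2 lists of each class of the other factor on each side were added after the data were examined. ORFs gained or lost in every replicate were counted for 4 comparisons. Overlaps of such counts between comparisons that share no list were tested by Fisher's exact test among the ORFs that could change in both.

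Gene sets were fixed before the data were examined, as were the tests and the first set of alternatives. They comprised 22 heat shock factor genes, 22 general stress genes, 22 ribosome biogenesis genes, 16 non-RPG genes named in the study, 3 strain markers (*UBC9*, *SMT3* and *TRP1*), and the RPGs, taken as symbols of RPL, RPS or RPP followed by a number. The last rule gave 138 genes and takes in *RPP1*, which by its name entered the set although it encodes a subunit of RNase P. *RPP1* had no base pair under peaks in any list, and removing it is an alternative chosen after seeing the data. Set membership was tested against gain or loss by two-sided Fisher's exact tests among the ORFs that could have been gained or lost, with Benjamini-Hochberg adjustment over 48 tests. The strain markers gave no call in these tests. Genes are not independent replicates.

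The text names genes by a rule fixed before the data were examined. These were the strain markers, the genes that the study names, the 5 ORFs with the largest difference in mean covered share in each comparison and direction (ties broken by within-list rank by fold and then by identifier), and heat shock factor genes gained or lost in every replicate. Not all ORFs that the rule selects are printed. *IRC13*, *HSP82*, *SUI3*, *ENO1*, *HIS1*, *NIS1* and *RPS8B* as neighbors, the ORFs on chromosome XII and the symbol families in the closing section were chosen after their values were seen.

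The counting of gained and lost ORFs was tested on simulated lists of the same 6002 ORFs, with dropout and shifted peak edges. It recovered 183 of 200 ORFs planted as gained and 186 of 200 planted as lost, made 4 other calls, and made 1 call in lists without planted changes. Dropout was 2% per list and edges shifted by up to 100 bp, with a separate peak for each occupied ORF. Peaks over several ORFs and differences shared between lists were not simulated. The simulation thus checks the counting itself and gives no rate of false calls for the real lists. Alternatives were peaks with a −log10 q of at least 5, the 1000 peaks of each list with the highest −log10 q, peaks of at least 500 bp, occupancy at 0.2 or 0.8 of the ORF, overlap as the share of peaks with a partner over at least 0.5 of both lengths or over at least 1 bp, labels permuted freely, the replicate number as a block, and leaving out each list in turn. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9.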

Results

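The occupancy of the genome by RNA polymerase II (RNAPII), the enzyme that transcribes protein-coding genes, was profiled by ChIP-seq in the budding yeast *Saccharomyces cerevisiae*. In this assay, chromatin bound to RNAPII is recovered with an antibody (8WG16, which recognizes the subunit Rpb1), its DNA is sequenced, and regions enriched over the input chromatin are called as peaks. A wild-type (WT) strain of the W303a background was compared with *ubc9-6*, a strain in which the SUMO-conjugating enzyme Ubc9 is mutated and protein sumoylation is impaired. Each strain was either left untreated at 30 °C or heat shocked by transfer to 37 °C for 12 min. The 4 groups (WT untreated, WT heat shock, *ubc9-6* untreated and *ubc9-6* heat shock) had 2 replicates each, which gave 8 peak lists. The data describe where peaks were called and not how many reads they hold, so the number of reads behind each list is unknown and no value here carries a counting interval. The 8 lists held between 1451 and 1545 peaks, and no pair of lists was identical. Peaks covered from 22.97% to 25.42% of the 12071326 bp of the 16 nuclear chromosomes. Median peak width ranged from 1268 to 1488 bp among the lists.

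The targeted locus was examined first. *UBC9* (YDL064W, chromosome IV, 337487 to 338070, sacCer3) had no base pair under a peak in 7 of the 8 lists. In *ubc9-6* heat shock replicate 1, a peak covered 0.779 of the open reading frame (ORF). Peaks do not read the mutation, so this locus does not check the strain labels. *TRP1* (YDR007W, chromosome IV, 461842 to 462516), the marker integrated with the *ubc9-6* allele, was covered by peaks over 0.875 ± 0.00105 of its length in untreated WT and 0.918 ± 0.0136 in heat-shocked WT (SD, n = 2). The share was 0.994 ± 0.00838 in untreated *ubc9-6* and 1.0 in both heat-shocked *ubc9-6* lists. All 4 *ubc9-6* lists therefore lay above all 4 WT lists at *TRP1*. The study lists the W303a parent as *trp1Δ2*, and why WT peaks covered most of *TRP1* was not examined. The SUMO gene *SMT3* (YDR510W, chromosome IV, 1469400 to 1469705) was covered over its whole length in all 8 lists.

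To determine whether heat shock or impaired sumoylation changed the extent of the genome called as occupied, the sizes of the lists were compared. Untreated WT lists held 1510 ± 21.2 peaks and heat-shocked WT lists held 1518 ± 31.1 (SD, n = 2 for each group). The corresponding numbers in *ubc9-6* were 1486.5 ± 50.2 and 1528.5 ± 23.3 peaks. Heat shock changed peak number by 8 in WT and by 42 in *ubc9-6*, and *ubc9-6* differed from WT by -23.5 peaks when untreated and by 10.5 after heat shock. The exact permutation p was 0.667 for each of these 4 differences (two-sided). A comparison of 2 lists against 2 can give no p below 0.333. Over both strains, with labels permuted within strain, the heat shock difference was 25 peaks (exact permutation p = 0.333), and over both treatments the strain difference was -6.5 peaks (exact permutation p = 0.889). The smallest p these within-stratum tests allow is 0.0556. The largest move of any of these differences came with peaks of a -log10 q of at least 5, under which the strain difference after heat shock became -162 peaks, of the opposite sign.

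The length under peaks was compared in the same way. Peaks covered 3024457 ± 9744 bp in untreated WT and 2812612 ± 56301 bp in heat-shocked WT (SD, n = 2). In *ubc9-6* they covered 3045703 ± 32098 bp when untreated and 2963417 ± 12857 bp after heat shock. Covered length fell by 211845.5 bp on heat shock in WT and fell by 82286.5 bp in *ubc9-6*, and in each strain both heat shock lists lay below both untreated lists (exact permutation p = 0.333 for each, the smallest possible). Over both strains it fell by 147066 bp (exact permutation p = 0.0556, also the smallest possible). The strain difference was 21246 bp in untreated cells (exact permutation p = 0.667), 150805 bp after heat shock (exact permutation p = 0.333) and 86025.5 bp over both treatments (exact permutation p = 0.111). With peaks of a -log10 q of at least 5, the strain difference over both treatments was -104143.75 bp, so its direction depended on the peak threshold. The heat shock difference in covered length over both strains kept its sign under all alternatives tried, but with this stricter threshold it was -83170.75 bp (exact permutation p = 0.222). Under the same threshold the differences in peak number were larger than with all peaks, at 62 peaks for heat shock over both strains and -144.5 peaks for strain over both treatments (exact permutation p = 0.0556 for each, the smallest possible).

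**Figure D1:**
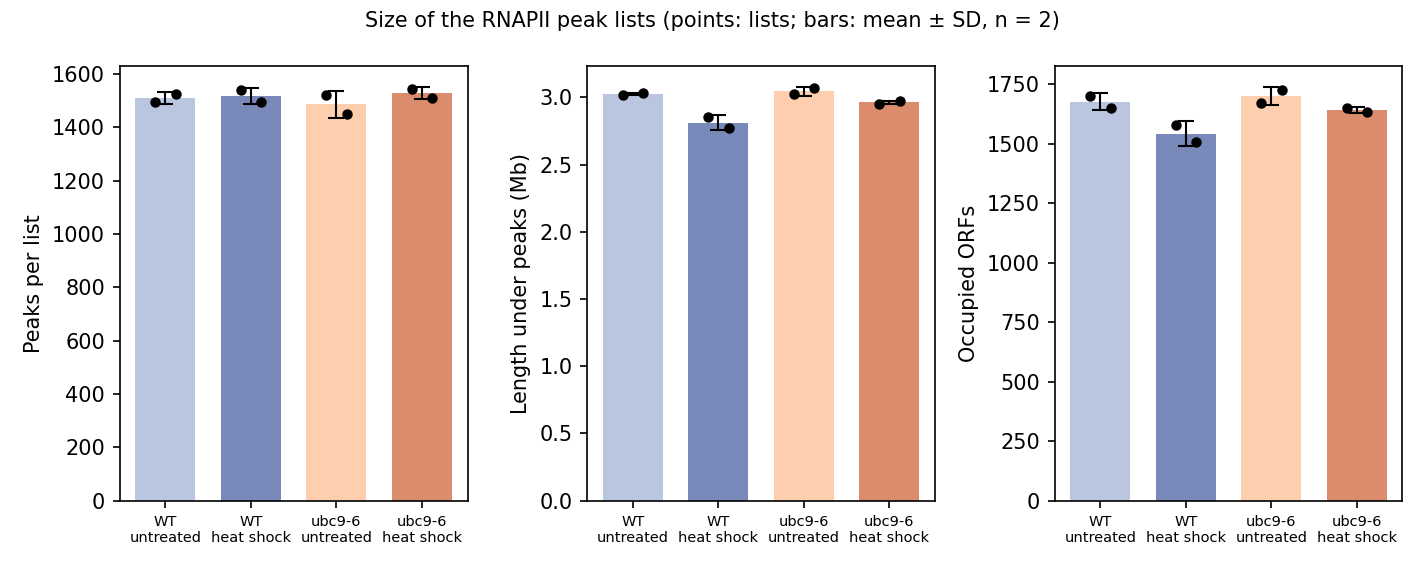
Size of the 8 RNAPII peak lists by group: peaks per list, length under peaks in Mb and number of occupied ORFs, with points for the lists and bars for the mean ± SD of 2 replicates. Both heat shock lists of each strain lie below both untreated lists of that strain in covered length and in occupied ORFs, while peak number overlaps between the groups.

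To relate the peaks to genes, an ORF was counted as occupied when peaks of a list covered at least 0.5 of its length from start to stop codon. Of the 6002 protein-coding ORFs on the nuclear chromosomes, 1677 ± 35.4 were occupied in untreated WT and 1542 ± 52.3 in heat-shocked WT (SD, n = 2). In *ubc9-6*, 1700 ± 38.2 ORFs were occupied before and 1642.5 ± 12.0 after heat shock. Over both strains, the number of occupied ORFs fell by 96.25 on heat shock (exact permutation p = 0.0556, the smallest possible). It was 61.75 higher in *ubc9-6* than in WT over both treatments (exact permutation p = 0.111).

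The positions of the peaks were compared with the Jaccard index, the length covered by both of 2 lists divided by the length covered by either. Replicates had an index of 0.708 in untreated WT, 0.750 in heat-shocked WT, 0.797 in untreated *ubc9-6* and 0.835 in heat-shocked *ubc9-6*. Lists of the same strain shared more than lists of different strains, with a mean index of 0.695 within and 0.533 between strains. This difference of 0.162 was reached by 1 of the 35 splits of the 8 lists into 4 and 4, which is the strain split itself (permutation p = 0.0286, the smallest possible). Lists of the same treatment had a mean index of 0.627, against 0.584 between treatments. A difference of 0.0432 or more was given by 4 of the 35 splits (permutation p = 0.114). These splits mix the strains, whose difference is larger, and the strain split is among the 4. Among the 18 splits with 2 lists of each strain on each side, a comparison added after the data were examined, the treatment split had the highest difference and the next had 0.0294 (permutation p = 0.0556, the smallest possible). Within *ubc9-6*, the mean index between untreated and heat shock lists was 0.619, below that of either replicate pair. Within WT it was 0.694, and the index of 0.756 between untreated replicate 1 and heat shock replicate 1 was higher than the 0.708 between the 2 untreated replicates. In WT, therefore, the indices between treatments, 0.635 to 0.756, overlapped those between replicates.

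**Figure D2:**
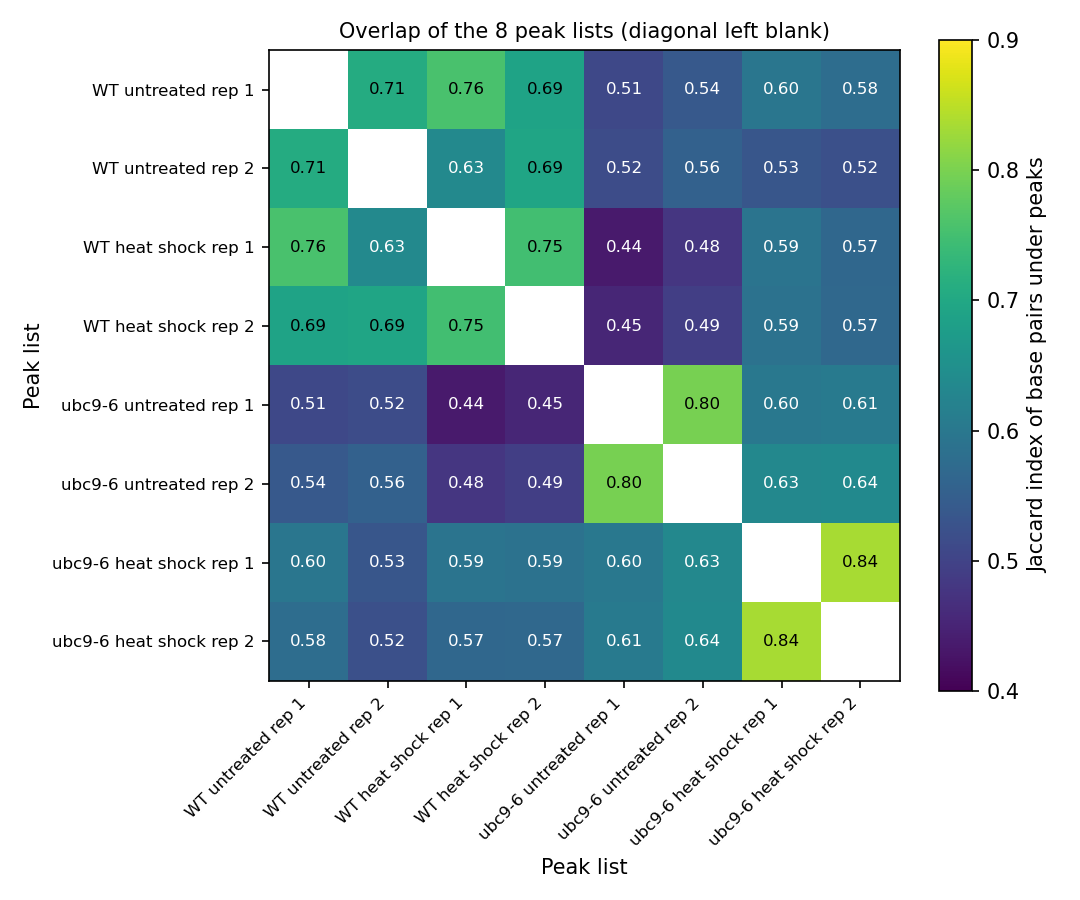
Jaccard index of base pairs under peaks for each of the 28 pairs of lists, with lists on both axes, the index printed in each cell and the diagonal left blank. Pairs within a strain have the higher values, and the 2 heat-shocked *ubc9-6* replicates have the highest, at 0.835.

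ORFs that were gained or lost in every replicate were then counted for each comparison. An ORF was gained when both lists of the first group and neither list of the second occupied it, and lost in the opposite case. With 2 lists per group no single ORF can be tested, so the counts were set against the other divisions of the same 4 lists into pairs, in which the conditions are mixed. Heat shock gained 55 and lost 105 ORFs in WT, 160 in all. Dividing the same WT lists by replicate number gave 127 ORFs, and the crossed division gave 11. The WT heat shock count was thus only slightly above what replicate differences gave. In *ubc9-6*, heat shock gained 197 and lost 239 ORFs, against 22 and 20 in the other divisions. Between the strains, *ubc9-6* gained 333 and lost 261 ORFs relative to WT in untreated cells (other divisions 40 and 32). After heat shock it gained 299 and lost 162 (other divisions 26 and 13). Leaving out WT untreated replicate 1 raised the WT heat shock counts to 142 gained and 235 lost, since the criterion then rests on fewer lists.

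**Figure D3:**
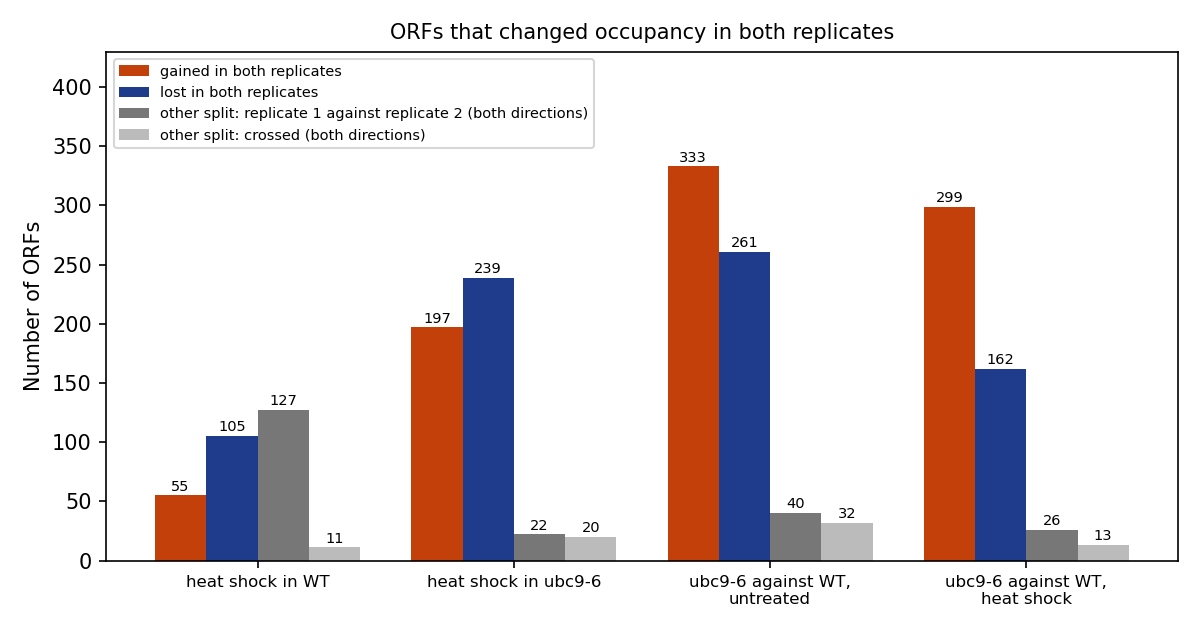
Number of ORFs gained and lost in both replicates for each of the 4 comparisons, with grey bars for the 2 other divisions of the same 4 lists. The grey bar for replicate number reaches 127 in WT heat shock, near the WT total of 160, and is at most 40 in the other comparisons.

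The comparisons of the strains' heat shock responses use separate lists and so can be set side by side. Of the ORFs gained on heat shock, 13 were gained in both strains, where 0.653 would be shared by chance (Fisher's exact p = 1.17e-14 over 3624 ORFs that could be gained in both). Of those lost, 22 were lost in both strains against 4.14 by chance (Fisher's exact p = 2.38e-12 over 1050 ORFs). No ORF was gained in one strain and lost in the other. ORFs are not independent replicates, so these tests describe the overlap of the lists. The 13 shared ORFs are those occupied in all 4 heat shock lists and in no untreated list, and the 22 are those occupied in all 4 untreated lists and in no heat shock list. In the same manner, 154 ORFs were occupied in all 4 *ubc9-6* lists and no WT list (16.2 by chance from the 2 strain comparisons, Fisher's exact p = 1.79e-141) and 68 in all 4 WT lists and no *ubc9-6* list (18.1 by chance, Fisher's exact p = 2.91e-30).

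The ORFs with the largest change in covered share, with ties ordered by the rank of the overlapping peak within its list, included the following. Ranks use the fold enrichment that the authors' peak caller gave each peak, and rank 1 is the strongest peak of a list. *YAR1* (YPL239W, chromosome XVI, 99484 to 100086) led the ORFs gained on heat shock in both strains. It was outside peaks in all 4 untreated lists and covered fully in all 4 heat shock lists, by peaks that ranked 11 and 9 in WT and 9 and 6 in *ubc9-6*. Each of these 4 peaks also covered the heat shock factor gene *HSP82* (YPL240C, chromosome XVI, 96496 to 98625) and *SUI3* (YPL237W, 100496 to 101353), which were covered fully in all 8 lists. The gain of *YAR1* is thus that of a stretch between ORFs that were already occupied, and the ranks are not those of *YAR1* alone. *GND2* (YGR256W, chromosome VII, 1004624 to 1006102) and *SPI1* (YER150W, chromosome V, 468370 to 468816) were also gained in both strains, and *HSP30* (YCR021C, chromosome III, 156109 to 157107) was gained in WT. The peaks over *SPI1* covered no other ORF, while those over *GND2* also covered *ENO1* (YGR254W, 1000927 to 1002240), which was occupied in all lists. *FCY2* (YER056C, chromosome V, 266512 to 268113) was covered fully in all 4 untreated lists and not at all in the heat shock lists, but its peaks also spanned *HIS1* (YER055C, 264892 to 265785), which was covered fully in all 8 lists. *RPL3* (YOR063W, chromosome XV, 444686 to 445849) was lost on heat shock in WT and covered fully in all 4 *ubc9-6* lists. *RPA34* (YJL148W, chromosome X, 140437 to 141138) was covered fully in the 2 untreated *ubc9-6* lists, by peaks that ranked 6 and 5, and had no covered base pair in the other 6 lists. Neighbors were sought among protein-coding ORFs only, so these ranks need not be those of *RPA34* itself. *RPL3* shared its peaks with *YNG1* (YOR064C, chromosome XV, 446079 to 446738), and the change cannot be assigned to either ORF.

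Among the heat shock factor genes, 2 changed in both replicates of a comparison. *APJ1* (YNL077W, chromosome XIV, 481391 to 482977) was gained on heat shock in both strains. Peaks covered 0.163 ± 0.156 of it in untreated WT, 0.00567 ± 0.00802 in untreated *ubc9-6* and all of it in the 4 heat shock lists (SD, n = 2). The heat shock peaks over *APJ1* also spanned *NIS1* (chromosome XIV, 479768 to 480991), most of which peaks covered in each untreated list. The gain of *APJ1* is thus that of a stretch beside an ORF that was already occupied. *SSA4* (YER103W, chromosome V, 364589 to 366517) was covered fully in all lists except the 2 untreated *ubc9-6* lists, where no base pair was covered. In WT, *SSA4* was therefore occupied before as well as after heat shock, but the rank of its peak moved from 200 and 1059 in the untreated lists to 18 and 31. In *ubc9-6*, the heat shock peaks over *SSA4* also spanned *RPS8B* (chromosome V, 363100 to 363702). Peaks already covered *RPS8B* in both untreated *ubc9-6* lists. The gain of *SSA4* in *ubc9-6* is thus that of a stretch beside an ORF that was already occupied. When only the 1000 peaks with the highest -log10 q of each list were kept, the difference between the untreated strains at *SSA4* shrank from -1 to -0.5 in covered share. *RPL33B* (YOR234C, chromosome XV, 778555 to 779405), which encodes a ribosomal protein, was covered fully in the 4 *ubc9-6* lists and not at all in the WT lists. The *ubc9-6* peaks over *RPL33B* also spanned *IRC13* (chromosome XV, 779870 to 780184), where the WT lists had peaks of their own, so the rank of the *ubc9-6* peaks is not that of *RPL33B* alone.

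**Figure D4:**
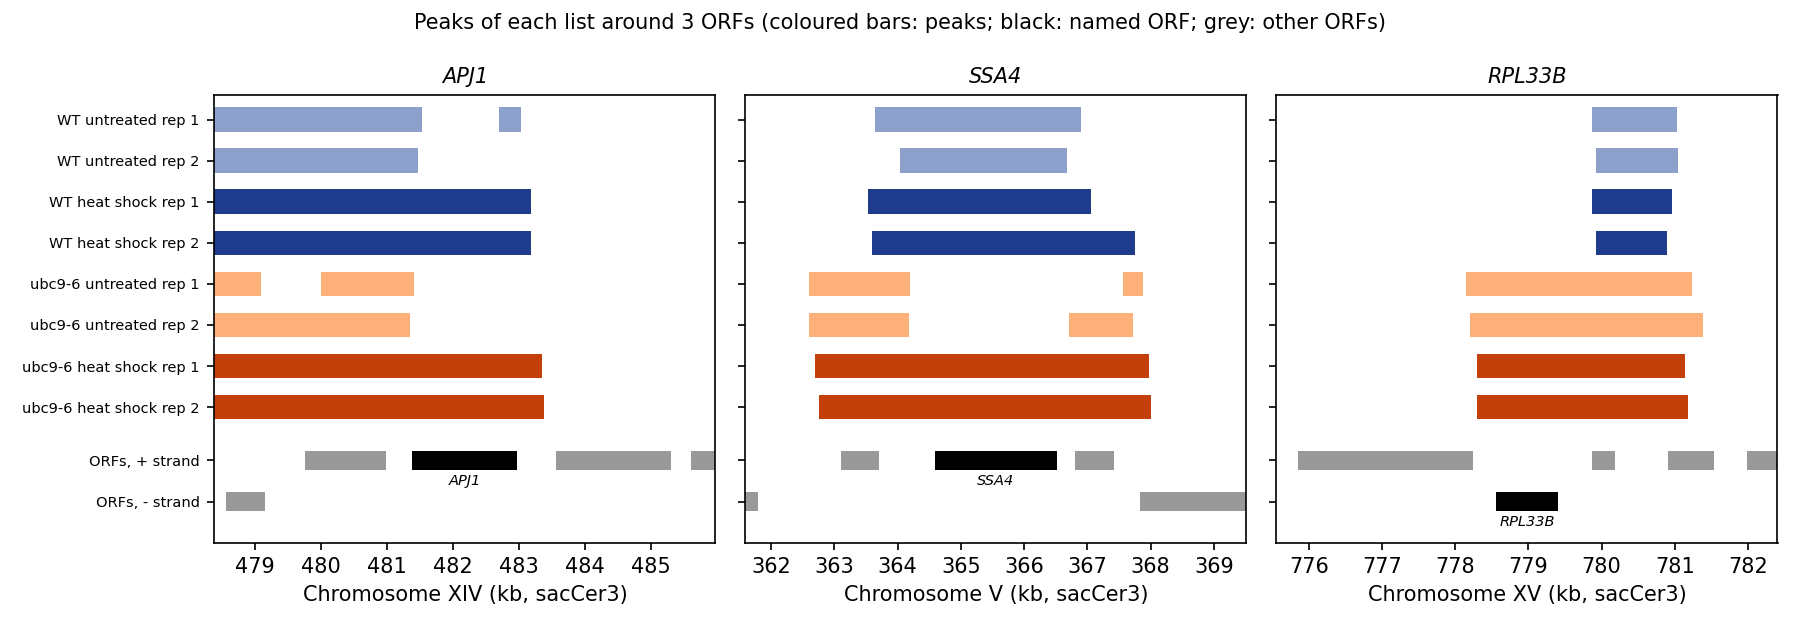
Peaks of the 8 lists (colored bars, 1 line per list) over *APJ1*, *SSA4* and *RPL33B* with 3 kb on each side, against chromosome position in kb (sacCer3), with the named ORF in black and other ORFs in grey by strand. Peaks reach over the whole of *APJ1* only in the heat shock lists, leave *SSA4* uncovered only in the untreated *ubc9-6* lists, and reach over *RPL33B* only in the *ubc9-6* lists.

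The comparison of WT with *ubc9-6* addresses how reduced sumoylation affects RNAPII at ribosomal protein genes (RPGs) and at other genes. Of the 138 genes assigned to the RPG set by their symbols, 44 and 19 were occupied in the untreated WT lists and 15 and 10 in the heat-shocked WT lists. In *ubc9-6*, 137 and 136 were occupied when untreated and 135 and 130 after heat shock. The group means were 31.5 ± 17.7 for untreated WT, 12.5 ± 3.54 for heat-shocked WT, 136.5 ± 0.707 for untreated *ubc9-6* and 132.5 ± 3.54 for heat-shocked *ubc9-6* (SD, n = 2). Over both treatments the strains differed by 112.5 RPGs (exact permutation p = 0.0556, the smallest possible), and the lowest *ubc9-6* list lay above the highest WT list. The heat shock difference over both strains was -11.5 RPGs (exact permutation p = 0.0556). The untreated WT value depended strongly on the replicate, and leaving out WT untreated replicate 1 changed the WT heat shock difference from -19 to -6.5 RPGs.

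In Fisher's exact tests of set membership among the ORFs that could change, *ubc9-6* gained 93 of 94 RPGs in untreated cells, against 8.16% of all ORFs (Benjamini-Hochberg adjusted Fisher's exact p = 2.45e-104). After heat shock it gained 114 of 122 RPGs, against 7.02% of all ORFs (adjusted Fisher's exact p = 7.02e-129). Heat shock in WT lost 7 of 19 RPGs (36.8%, against 7.33% of all ORFs, adjusted Fisher's exact p = 0.00154), and without WT untreated replicate 2 the number lost was 28. Heat shock in *ubc9-6* lost 2 of 136 RPGs (1.47%, against 15.5% of all ORFs, adjusted Fisher's exact p = 5.27e-07). These 4 results were among the 8 with an adjusted p under 0.05 in the family of 48 tests, which covered 6 gene sets in 4 comparisons and both directions. Without adjustment, 11 tests had p under 0.05. Each changed gene of these counts changed in both replicates by definition. The lists do not settle whether RPGs lacked RNAPII in WT or only lacked called peaks, as the closing section describes.

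Gene sets of the heat shock response moved in both strains. The 22 heat shock factor genes were all occupied in the 4 heat shock lists, against 20 ± 1.41 in untreated WT and 19.5 ± 0.707 in untreated *ubc9-6* (SD, n = 2). The 22 general stress genes were likewise all occupied after heat shock, against 19 ± 1.41 in untreated WT and 18 in each untreated *ubc9-6* list. Over both strains the increases were 2.25 and 3.5 genes (exact permutation p = 0.0556 for each, the smallest possible). All of the stress genes that could be gained were gained, namely 2 of 2 in WT (adjusted Fisher's exact p = 0.00143) and 4 of 4 in *ubc9-6* (adjusted Fisher's exact p = 5.96e-05). For the heat shock factor genes the gain was 1 of 1 in WT (adjusted Fisher's exact p = 0.0719) and 2 of 2 in *ubc9-6* (adjusted Fisher's exact p = 0.0135). Since most genes of both sets were occupied before heat shock, occupancy left little room for an increase. The rank of their peaks within each list had more room, and this measure was added after the data were examined. The median rank of the peaks over heat shock factor genes lay at 12.9% and 18.95% of the untreated WT lists and at 3.47% and 4.14% of the heat-shocked WT lists. In *ubc9-6* it lay at 23.0% and 23.3% before and at 4.43% and 5.06% after heat shock. For general stress genes, the medians were 7.56% and 17.4% in untreated WT and 3.77% and 5.28% after heat shock. They were 24.5% and 27.9% in untreated *ubc9-6* and 3.59% and 3.27% after heat shock. The peaks over RPGs moved the other way in *ubc9-6*, although few RPGs were lost. Their median rank lay at 9.99% and 10.9% of the untreated *ubc9-6* lists and at 29.5% and 35.4% after heat shock. In WT it lay at 40.4% and 39.4% of the untreated lists and at 32.3% and 27.7% after heat shock. The WT medians rest on the RPGs that a peak touched, 56 and 32 before and 27 and 15 after heat shock. Ranks are within a list and depend on the other peaks in it.

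None of the 22 ribosome biogenesis genes was occupied in the WT lists or in the heat-shocked *ubc9-6* lists, while 5 were occupied in each untreated *ubc9-6* list. All 5 were lost on heat shock in *ubc9-6* (5 of 5, against 15.5% of all ORFs, adjusted Fisher's exact p = 0.000831). Of the 16 other genes that the study names, 15 and 16 were occupied in the untreated WT lists, 14 in each of the heat-shocked WT and the untreated *ubc9-6* lists, and 13 in each heat-shocked *ubc9-6* list. Their number was lower by 1.25 genes after heat shock than before it. It was lower by the same number in *ubc9-6* than in WT (differences of -1.25, exact permutation p = 0.0556 for each). With occupancy at 0.2 of the ORF, the heat shock difference shrank from -1.5 to -0.5 in WT and from -1 to 0 in *ubc9-6*. The strain differences, -1.5 in untreated cells and -1 after heat shock, did not change. The 13 that were covered fully in all 8 lists were *CDC19*, *PGK1*, *GCN4*, *ACT1*, *PMA1*, *TDH3*, *YHB1*, *ENO1*, *TDH1*, *PDC1*, *CCW12*, *ADH1* and *ALD6*. Their occupancy was at its ceiling, so a change in the amount of RNAPII at these genes was not detectable from peak positions. Taken over those of the 16 genes that a peak touched, the median rank within the list moved away from the top on heat shock. It lay at 3.31% and 3.18% of the untreated WT lists and at 6.69% and 5.78% after heat shock. In *ubc9-6* it lay at 1.71% and 2.72% before and at 6.02% and 4.96% after heat shock. Single genes did not all follow the median, as *TDH1* and *ACT1* moved toward the top in *ubc9-6*. The median also takes in peaks that only touch a gene, as at *LYS2* in heat-shocked *ubc9-6*. *LYS1* (YIR034C, chromosome IX, 419615 to 420736) was covered fully in untreated WT, over 0.291 ± 0.0277 in heat-shocked WT (SD, n = 2) and not at all in *ubc9-6*. *LYS20* (YDL182W, chromosome IV, 133437 to 134723) was covered fully in 6 lists and over 0.469 in both heat-shocked *ubc9-6* lists. *LYS2* (YBR115C, chromosome II, 469748 to 473926) was covered fully in WT untreated replicate 2 and over 0.117 in WT untreated replicate 1, so its loss in the other groups rests on 1 list.

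**Figure D5:**
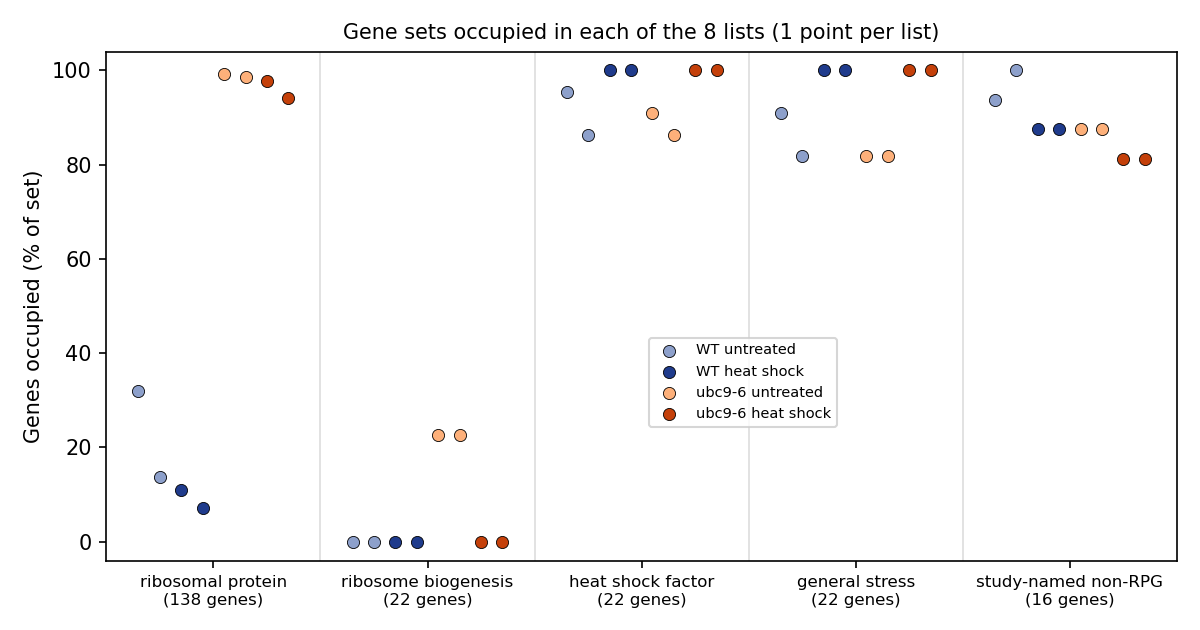
Share of each gene set occupied in each list, in percent of the set, with 1 point per list colored by group. Ribosomal protein genes are occupied to between 94.2% and 99.3% in *ubc9-6* lists and to between 7.25% and 31.9% in WT lists, and both stress sets reach 100% in all heat shock lists.

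Whether heat shock acted differently in the 2 strains was tested as an interaction, with strain labels permuted within treatment. The heat shock difference in *ubc9-6* exceeded that in WT by 34 peaks (exact permutation p = 0.444), by 129559 bp of covered length (exact permutation p = 0.278) and by 77.5 occupied ORFs (exact permutation p = 0.389). None of these was larger than relabeling the lists gave. For occupied RPGs the difference was 15 genes (exact permutation p = 0.667), and for ribosome biogenesis genes it was -5 (exact permutation p = 0.333, the smallest these tied counts allow). The number of ORFs gained or lost on heat shock, a measure added after the data were examined, was 436 in *ubc9-6* and 160 in WT. The difference of 276 had an exact permutation p of 0.0556, the smallest the design allows. Relabeled groups often mix lists of both strains, which can lower both counts, so this p does not isolate a different response to heat shock.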

Values the study reported

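The study reported 111 non-RPGs that carry a SUMO peak not shared with a divergent neighbor. It found that RNAPII density at 44 of them differed significantly in *ubc9-6*. Reduced RNAPII in *ubc9-6* was reported for about 13% of protein-coding genes in general and for about 26% of the non-RPGs with a SUMO peak.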

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

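The measure itself, the number of ORFs gained or lost on heat shock, and all 3 tests of its explanations were chosen only after the result was seen.

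Heat shock changed more ORFs in *ubc9-6* than in WT. The count was 436 in *ubc9-6* and 160 in WT, a difference of 276 between the strains. It drew attention as a difference in the response of 2 strains to the same treatment. With strain labels permuted within treatment, the exact permutation p was 0.0556, which is the smallest p of the design and above 0.05. The result thus rests on reaching that limit and not on passing a threshold. Relabeled groups often mix strains, whose lists overlap less (mean Jaccard index 0.533 between and 0.695 within strains). Fewer ORFs can then change in every replicate. The test therefore cannot separate a different response to heat shock from a strain difference in occupied ORFs. Of the other 10 interaction measures, 6 could reach that p and none of these did. The other 4 could not, since their values are tied between lists, and ribosome biogenesis genes were at the lowest p that their values allow (difference of -5, exact permutation p = 0.333). The interactions in peak number, covered length, occupied ORFs and occupied RPGs gave exact permutation p of 0.444, 0.278, 0.389 and 0.667. Over 5 alternatives in peak and ORF thresholds the difference ran from 271 to 321 ORFs, with exact permutation p from 0.0556 to 0.167.

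An ORF counts as changed only when both replicates show it, so poor overlap of WT replicates would lower the WT count with no difference in the response. If this were the whole cause, WT lists of different treatment would overlap no more than those of *ubc9-6*. They overlapped more, by 0.0745 in mean Jaccard index (0.694 in WT and 0.619 in *ubc9-6*), which argues against replicate noise as the whole cause. Noise may still account for part of the difference, since leaving out WT untreated replicate 1 brought it down to 59 ORFs, and leaving out *ubc9-6* untreated replicate 2 raised it to 446. The size of the difference therefore depends strongly on single lists, in part because the criterion is laxer with a list left out.

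A further explanation is that untreated WT lists already resembled heat shock lists. In the first test tried, this required that most ORFs gained on heat shock in *ubc9-6* be occupied in both untreated WT lists. The share was 39.6% (78 of 197), which missed that criterion, although it was higher than the 21.8% (12 of 55) of the mirror comparison, WT gains that both untreated *ubc9-6* lists occupied. Of the ORFs lost on heat shock in *ubc9-6*, 53.1% (127 of 239) were occupied in neither untreated WT list, against 29.5% (31 of 105) in the mirror comparison. The second test tried took the 4674 ORFs with the same state in all 4 untreated lists. Among these, heat shock changed 132 ORFs in *ubc9-6* and 101 in WT, a ratio of 1.31, against 2.725 over all ORFs. This is consistent with much of the difference lying in untreated states that differ between the strains. The test has a limit, since keeping only ORFs with like untreated states removes some changes of both strains by construction. A difference in depth alone would mainly add ORFs to the deeper lists. In untreated cells *ubc9-6* gained 333 ORFs and lost 261 relative to WT, against 40 and 32 changed in the other divisions of these lists. Over 6 alternatives, among them lists of 1000 peaks each, it gained 302 to 362 and lost 242 to 294. Changes in both directions argue against depth as the whole cause of the differing untreated states. Whether depth accounts for a part of them, and whether sumoylation does, stays open. The reads behind each list are not known here, and a biological difference between the strains is untested.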

How the results depend on the processing

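The alternatives gave 899 values for 103 results, 472 of them with 1 list left out. Apart from those, among the results that answer a comparison, 9 values reversed, 2 moved, 1 became stronger, 2 weaker and 201 did not change. Of these 201, 25 could not change by construction, and 31 come from tests that cannot give a p under 0.05 and so show only that the direction held. The other 145 kept their direction and their side of the threshold, or stayed within the spread of the replicates or 1.5 times the count. Among the other results, such as the covered share of single genes, 189 values stayed within the spread of the replicates or within 1.5 times the count, and 23 moved.

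With peaks of a −log10 q of at least 5, the strain difference after heat shock became -162 peaks (10.5 with all peaks), and the interaction in peak number -35 (34 with all peaks). The strain difference in covered length became -148307.5 bp in untreated cells, -59980 bp after heat shock and -104143.75 bp over both treatments, against 21246, 150805 and 86025.5 bp with all peaks. The cause was not tested. With the 1000 peaks of highest −log10 q in each list, the strain difference in covered length was -1984.5 bp in untreated cells, 20 ORFs were occupied in all 4 heat shock lists and no untreated list (13 with all peaks), and heat shock changed the number of occupied RPGs in *ubc9-6* by -15 (-4 with all peaks). The cause was not tested. RPGs lost on heat shock in *ubc9-6* numbered 10 under this setting and 8 with a −log10 q of at least 5, against 2 with all peaks, and stayed under-represented among lost ORFs in every setting (adjusted Fisher's exact p from 9.8e-08 to 0.0023). With peaks of at least 500 bp, heat shock changed peak number by -41.5 in WT and by -7.25 over both strains, and the strain difference after heat shock was -3 peaks. These reversed differences of 8, 25 and 10.5 peaks with all peaks, and the cause was not tested. The heat shock difference in peak number in *ubc9-6* kept its sign in these settings, at 27 with peaks of at least 500 bp and 44.5 with a −log10 q of at least 5, against 42 with all peaks.

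The number of gene set tests with an adjusted p under 0.05 was 8 under all 5 alternatives in peak and ORF thresholds. The strain difference in occupied RPGs ran from 100 to 110.5 in untreated cells and from 113 to 120.5 after heat shock under these 5. The set without *RPP1*, an alternative chosen after seeing the data, changed no call. The strain difference in peak overlap ran from 0.104 to 0.201 over 5 alternatives in peak threshold or overlap measure, each time with a permutation p of 0.0286, the smallest possible. Among the 18 splits with 2 lists of each treatment on each side, an alternative chosen after seeing the data, 0.162 was the highest, with a permutation p of 0.0556, the smallest that these fewer splits allow. The treatment difference in overlap ran from 0.00581 to 0.0602 over the same 5 alternatives (permutation p of at most 0.4 and none under 0.05). Among the 18 splits with 2 lists of each strain on each side, also chosen after seeing the data, its permutation p was 0.0556. With labels permuted freely over all 8 lists, the heat shock difference in covered length, -147066 bp, had an exact permutation p of 0.0286, since free permutation allows more arrangements.

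The replicate number was also used as a block. Under it, the strain difference in overlap, 0.162, had a permutation p of 0.0556, the smallest that the fewer arrangements of the block allow. The treatment difference in overlap, 0.0432, had a permutation p of 0.167 with the block, where none under 0.0556 is possible. A sign-flip test cannot give a p below 0.5 with 2 pairs, or below 0.125 with the 4 pairs of both strains or treatments. The count of ORFs that change in both same-numbered pairs is by construction the count that changes in every replicate. None of these tests with the block could pass 0.05, so they say nothing on stability. Differences between replicates 1 and 2 in the covered shares of ORFs correlated across the 6002 ORFs at 0.339 between untreated and heat-shocked WT and between -0.00504 and 0.0463 for the other 5 pairs of groups. ORFs are not independent replicates. No pairing was used, since the study's sample descriptions do not say what a number marks and only the WT groups deviated together.

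Leaving out a list makes "in every replicate" a laxer criterion, so counts rise by construction. ORFs gained on heat shock in WT then ranged from 85 to 142 (55 with all lists), the highest without WT untreated replicate 1. ORFs lost in WT ranged from 173 to 235 (105 with all lists), the highest again without that list. ORFs lost in *ubc9-6* relative to WT ranged from 296 to 416 in untreated cells (261), the highest without WT untreated replicate 2, and from 198 to 294 after heat shock (162), the highest without WT heat shock replicate 2. ORFs in all heat shock and no untreated lists ranged from 13 to 48 (13), and those in all untreated and no heat shock lists from 23 to 51 (22), both highest without WT untreated replicate 1. RPGs lost on heat shock in WT ranged from 7 to 28 (7), the highest without WT untreated replicate 2, and those lost in *ubc9-6* from 2 to 7 (2), the highest without *ubc9-6* heat shock replicate 1. General stress genes gained in WT ranged from 2 to 4 (2), the highest without WT untreated replicate 1, and heat shock factor genes gained in *ubc9-6* from 2 to 3 (2). The interaction in ORFs gained or lost ranged from 59 without WT untreated replicate 1 to 446 without *ubc9-6* untreated replicate 2.

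For measures without that criterion, the heat shock difference in occupied RPGs in WT ran from -31.5 without WT untreated replicate 2 to -6.5 without WT untreated replicate 1, and the strain difference in untreated cells from 92.5 to 117.5. In *ubc9-6* the heat shock difference in RPGs ran from -6.5 without heat shock replicate 1 to -1.5 without heat shock replicate 2 (-4 with all lists). The strain difference in occupied heat shock factor genes in untreated cells ran from -1.5 to 0.5 (-0.5 with all lists), with the sign reversed without WT untreated replicate 1. The heat shock difference in these genes in WT ran from 1 to 3 (2), and the strain difference in occupied general stress genes in untreated cells from -2 to 0 (-1), highest without that list. Covered length changed on heat shock in WT by between -251656 and -172035 bp. Its strain difference ran from -1451 bp, without *ubc9-6* untreated replicate 2, to 43943 bp in untreated cells and from 110994.5 to 190615.5 bp after heat shock, and its interaction from 89748.5 to 169369.5 bp. The interaction in occupied ORFs ran from 40.5 without WT heat shock replicate 2 to 114.5 without WT heat shock replicate 1 (77.5 with all lists). The treatment difference in overlap ran from 0.0301 to 0.0809 (0.0432 with all lists), the highest without WT untreated replicate 1. The heat shock difference in peak number ran from -14, without WT heat shock replicate 1, to 30 in WT, and from 6.5, without *ubc9-6* untreated replicate 2, to 77.5 in *ubc9-6*. Over both strains it ran from 7.25 to 42.75 (25 with all lists), without *ubc9-6* untreated replicates 2 and 1. The strain difference in peak number ran from -59 to 12 in untreated cells, from -11.5 to 32.5 after heat shock and from -24.25 to 11.25 over both treatments, and its interaction from -1.5 to 69.5. The highest value in untreated cells and over both treatments and the lowest interaction came without *ubc9-6* untreated replicate 2, and the lowest after heat shock without WT heat shock replicate 2. The cause of these reversals was not tested.

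The reads behind each list are unknown here, which limits every count of peaks, covered length and lost ORF, since a list from fewer reads can miss weak peaks. The values of −log10 q grow with depth, so the stricter threshold can remove more peaks from a shallower list.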

Other observations

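Several tests below were chosen only after the result was seen. These were the tests on the length called in WT, duplicated genes, a mislabeled list, input signal and replicate number. The 18 balanced splits, the symbol families and the patterns at Ty elements and on chromosome XII were also chosen then. So were the limits used to read each test, apart from the majority set in advance for peaks reaching over from neighbors.

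RPGs were far less often occupied in WT lists than in *ubc9-6* lists. Of the 94 RPGs occupied in no WT list, 83.0% (78) had no base pair under any WT peak, so they do not lie just under the occupancy limit. Gene length as the whole cause is argued against by other ORFs of 78 to 1662 bp, the range of RPGs. Of those occupied in all 4 *ubc9-6* lists, 5.73% (54 of 942) were occupied in no WT list, against 66.7% (86 of 129) of RPGs. A loss of strongly enriched genes in general is argued against by other ORFs that ranked by fold within the upper range of RPGs in *ubc9-6*. That range ran from the lower quartile of RPGs to their highest rank. Of these ORFs, 4.98% (27 of 542) were occupied in no WT list. A selection on mean fold from the lower quartile of RPGs upward, which was tried first, gave 22 of 462. The selected ORFs need not be distributed as RPGs are within the range. Less sensitive calling in WT is argued against by ORFs other than RPGs, since *ubc9-6* lists occupied fewer of them than WT lists (a difference of -50.75, from 1587.5 in WT to 1536.75). Reads shared between duplicated genes are argued against by the 19 RPGs without a duplicate, which were occupied to 15.8% in WT lists and 100% in *ubc9-6* lists, while duplicated RPGs were occupied to 15.97% in WT lists. A single mislabeled list is argued against by the gap of 86 RPGs between the highest WT and the lowest *ubc9-6* list.

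A further technical explanation of the RPG pattern stays open, signal in the WT inputs. Peaks were called against the input of the same strain, so high input signal at RPGs could remove peaks in WT, and the 78 RPGs without any covered base pair cannot be told apart from RPGs that lack RNAPII in the immunoprecipitate. The inputs were not analyzed here. An effect of reduced sumoylation is the difference that the design names, and it is likewise untested against this. Absence of RPGs from WT peaks may therefore concern peak calling as much as RNAPII itself.

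Other splits of the 8 lists into 4 and 4 show how often such counts arise. The treatment split gave 35 ORFs occupied in all 4 lists of a side and none of the other (13 with heat shock, 22 without), and 2 of the 35 splits gave as many, the other being the strain split. That share is above 0.05. Among the 18 splits that put 2 lists of each strain on each side, 1 gave as many, the treatment split itself, and the next gave 14. The strain split gave 222 ORFs (154 in *ubc9-6* and 68 in WT), and 1 of the 35 splits gave as many, which is the strain split itself. Of the 154 ORFs, 86 were RPGs, and of the 68, 0 were.

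Peaks can reach over from a neighboring ORF. Of the ORFs gained or lost in the 4 comparisons, 57.2% (945 of 1651) lay under a peak that also covered at least 0.5 of another ORF. This passed the criterion of a majority. In a comparison added later, 63.5% to 66.5% of all occupied ORFs of a list lay under such a peak. A changed ORF had to meet the condition in both lists of its group, an occupied ORF in 1 list only. This lowers the share of changed ORFs by construction, so whether they were enriched for such peaks was not decided. Changes at an ORF and at its neighbor cannot be told apart at these sites from peak positions, so some of the counted ORFs may owe their change to a neighbor, as *YAR1* beside *HSP82* may. No biological explanation was tested.

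WT lists with the same replicate number resembled each other. Between treatments, same-numbered WT lists had a mean Jaccard index 0.0620 above differently numbered ones. In *ubc9-6* the difference was -0.00112, which argues against a batch common to both strains. A batch among WT lists alone and chance cannot be told apart with 4 lists. No biological explanation was tested.

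Fewer ORFs of Ty elements, the retrotransposons of yeast, were occupied in heat-shocked *ubc9-6*, with 46 and 50 of 90 per list. The counts were 77 and 77 in untreated *ubc9-6*, 73 and 75 in untreated WT and 64 and 72 in heat-shocked WT. Heat shock lost 23 Ty ORFs in *ubc9-6* and 1 in WT. Of the 50 bp words in Ty ORFs, 95.2% occur elsewhere in the genome, against 2.44% in 300 random other ORFs. Reads of single copies can therefore be placed at others, and a change at few copies cannot be told apart from a change at many. The difference between the strains was not tested, and an effect of strain or treatment stays open.

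On chromosome XII, 7 ORFs between 472969 and 489341, from *ASP3-2* to YLR161W, were occupied in all 4 WT lists and in no *ubc9-6* list. Of their 50 bp words, 99.9% occur elsewhere in the genome. A difference in copy number between the strains is a candidate explanation, and it cannot be told apart from a change in RNAPII without reads of the input. A sequence difference from the reference was not tested.

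A scan of 63 gene families that share the letters of a symbol (at least 10 genes each) gave 10 of 504 tests with an adjusted p under 0.05. A first scan that also took systematic names as families had 704 tests, of which 10 had an adjusted p under 0.05. Beside RPL and RPS, with 4 gains and 1 under-represented loss (RPL on heat shock in *ubc9-6*, 1 of 75), the families were MET, TIF, AIM and RPC. *ubc9-6* lost 11 of 14 MET ORFs in untreated cells (adjusted Fisher's exact p = 0.000133) and 7 of 11 after heat shock (adjusted Fisher's exact p = 0.00458). In untreated cells it gained 6 of 9 TIF ORFs (adjusted Fisher's exact p = 0.00161) and lost 8 of 12 AIM ORFs (adjusted Fisher's exact p = 0.0155). Heat shock in *ubc9-6* lost 4 of 4 RPC ORFs (adjusted Fisher's exact p = 0.0285). Each changed ORF changed in both replicates by definition. No explanation of these was tested.

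Genes outside the protein-coding set were counted in the same way. Of 275 tRNA genes, 56 and 73 were occupied in untreated WT, 74 and 91 in heat-shocked WT, 72 and 79 in untreated *ubc9-6* and 96 and 116 in heat-shocked *ubc9-6*. Of 76 snoRNA genes, the counts were 67 and 63, 61 and 58, 75 and 75, and 71 and 71 in the same order. These genes are short, and peaks over them can come from neighbors.

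The study's shares of genes with changed RNAPII density rest on read densities. No counterpart was computed here, since loss of an ORF from a peak list is not a change in read density.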
